A study of Mus musculus with 2 samples. Its data were reported in "The male germ cell gene regulator CTCFL is functionally different from CTCF and binds CTCF-like consensus sites in a nucleosome composition-dependent manner" (2012).

How the data were processed

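RNA of doxycycline-inducible CTCFL-V5-GFP mouse ES cells was hybridized by the authors to Affymetrix Mouse Gene 1.0 ST arrays, which read each transcript with probes spread over its exons. Total RNA (300 ng per array) was labelled with biotin; the labels speak of cRNA and the methods of the study of end-labelled single-stranded DNA. The groups were taken from the sample labels, with 1 array of cells given doxycycline for 3 days and sorted for GFP (induced) and 1 array of cells without doxycycline and without sorting (non-induced).

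The deposited values are on the log2 scale, 1 per probe set and array, made by the authors with robust multi-array averaging (RMA), which corrects background, quantile normalizes and summarizes the probes of a set; the software version, the array annotation and its genome build are not given in the sources used here. The log2 unit was inferred from the range of the deposited values, 1.36 to 14.5, and from the naming of RMA. RMA compresses fold differences, above all for dim genes. The deposited columns differed by up to 0.27 at the same rank, and their medians over genes by 0.10 (6.40 induced, 6.30 non-induced), so they were not exactly equal in distribution. Arrays give no counting error, and the number of arrays, 1 per group, limits the precision.

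Probe sets were named from the platform annotation. Of 35557 probe sets 21789 had 1 gene symbol, 1621 several and 12147 none; those with several or none entered no gene result. Of the 21789, 21698 were matched by gene identifier to the RefSeq annotation of GRCm38.p6, from which current symbols, biotypes, chromosomes and neighbouring genes were taken, but no coordinates, because the build of the array annotation is not stated. This gave 19938 genes, of which 999 had several probe sets and were represented by the one with the highest mean. Differences are induced minus non-induced log2 values. A gene was counted as higher or lower at a difference of log2 1 or more if the higher of its values was at or above the floor, the median of all gene values (6.36). Each named gene was also set against the 500 genes closest in mean level.

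For each of 26 gene lists the median difference was given as a percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, and a list was said to stand apart below percentile 1 or above percentile 99. This describes these arrays and is not a test of the conditions. Chromosomes were treated in the same way with genes above the floor. The lists, the size, the floor and the rule for named genes were written before the data were examined. The rule took all genes of the 3 lists drawn from the study. These were genes taken as measured by RT-PCR, other genes with primers, and genes at the strongest CTCFL sites. The rule also took the 15 genes with the widest difference each way above the floor, without predicted genes and clones. Up to 4 members of every other list with the widest difference were added. This gave 131 genes in all, of which a part is named. The genes named outside the rule were Kansl2, Rpl23a, Col3a1, Col1a2, Col1a1, Fn1, Sparc and Vim.

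The alternatives were centring of each array on its median, removal of the trend on mean level by lowess (fraction 0.3), a second quantile normalization, the mean of a gene's probe sets, an offset of 32 on the linear scale, a size of log2 0.58, no floor or a floor at the 75th percentile for counts, a floor for lists, 5 bins, unmatched random lists and the mean in place of the median. Matching on gene density and the study's list without Ctcfl were added after the data were seen. Gene density was the number of protein-coding genes within 1 Mb of a gene in GRCm38.p6. Base composition was not analysed here.

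The steps were tested on simulated data made from the 19938 genes. Of genes shifted by log2 1.5, 93.0% were recovered, and of genes shifted by log2 2.0, 100.0%, while 0.182% of the unshifted genes were called; lists of 25 genes shifted by 0.4 stood apart in 98.5% of draws and unshifted lists in 1.0%. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.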

Results

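Gene expression was measured on 2 Affymetrix Mouse Gene 1.0 ST arrays in mouse embryonic stem (ES) cells, the pluripotent cells of the early embryo kept in culture with leukemia inhibitory factor. The cells carried a doxycycline-inducible transgene for CTCFL, the germ cell paralog of the zinc finger protein CTCF, fused to a V5 tag and green fluorescent protein (GFP). The induced array held RNA from cells given doxycycline for 3 days and then sorted for GFP. The non-induced array held RNA from cells that received no doxycycline and were not sorted. There was 1 array per group, so there were no replicates, no test was made and no statement extends from these arrays to the conditions. Doxycycline, sorting and CTCFL differed together between the arrays and were not separated by the design. The deposited log2 values covered 35557 probe sets on each array, of which 19938 genes could be named, and the values of the arrays had a Pearson r of 0.976 across these genes, which are not independent replicates. The middle 50% of genes differed by -0.24 to 0.26 on the log2 scale, induced minus non-induced.

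The question addressed by the arrays was which genes respond when CTCFL is expressed in ES cells, and the transgene itself was examined first. Ctcfl had a log2 signal of 9.44 in the induced array and 5.99 in the non-induced array, a difference of 3.45 or 10.9-fold, which was the largest upward difference of the 19938 genes and matched the labels. Its probe set (10490138) does not tell the transgene from the endogenous gene. Ctcf, which encodes the ubiquitous paralog, was at 8.66 and 8.93, a difference of -0.27. Prss50, a testis serine protease gene (probe set 10589647), was at 6.83 against 5.51, higher by 1.32. Stra8, which drives entry into meiosis, was higher by 0.92 and Gal3st1, which encodes the sulfotransferase that makes sulfoglycolipids of spermatocytes, by 0.65, but neither reached the median level of all genes, 6.36, in either array. Among the 500 genes closest in mean level, 95% differed by -0.67 to 0.78 for Prss50, by -0.66 to 0.85 for Stra8 and by -0.76 to 0.87 for Gal3st1, so that Prss50 and Stra8 lay outside this range and Gal3st1 within it. With a constant of 32 added to the linear values, the differences were 0.91 for Prss50, 0.53 for Stra8 and 0.41 for Gal3st1, and Prss50 was no longer past log2 1. Clgn, a testis chaperone gene, differed by 0.03 and Tcfl5, a transcription factor gene, by -0.22.

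The 7 genes named so far were taken as measured by RT-PCR in the study. Its primer list has them under the same heading as the 5 further genes below. The 7 genes may in part have been picked there for their difference in these cells, so their direction is not taken as independent evidence. Their median difference was 0.65, at percentile 99.99 among 10000 random lists of the same size matched on mean expression. Without Ctcfl, a choice made after its value was seen, the median of the other 6 was 0.34 at percentile 96.5, within the random range. Of 5 further genes with primers in the study, Fam234a was higher by 1.01 (0.91 after centring and 0.82 with the constant), while Dio2 differed by 0.07, Akr1c18 by -0.11, Hgf by -0.18 and Lpcat2 by -0.34 (median -0.11, percentile 25.6).

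**Figure D1:**
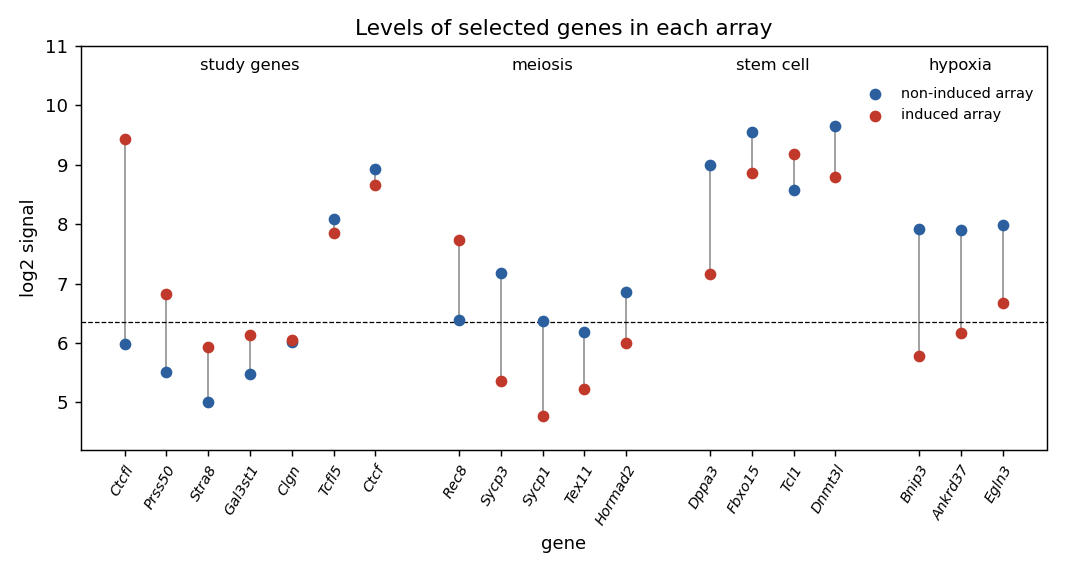
Log2 signal of selected genes in the induced and the non-induced array, 1 point per array joined by a line, grouped as genes measured in the study, meiosis genes, stem cell genes and hypoxia genes. The dashed line is the median of all gene values (6.36). Ctcfl shows the widest gap upwards (9.44 against 5.99). By the probe set used, Bnip3 shows the widest gap downwards of the genes drawn (5.77 against 7.92). The other probe set of Bnip3 was at 6.27 against 7.39.

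The genes at the strongest CTCFL binding sites of induced cells of this line, as listed in the study, were then examined. Of these 9 genes Prss50 and Stra8 were higher by the amounts above and Uqcrc1, a subunit of respiratory complex III, by 0.31. The remaining 6 were below 0, from -0.67 for Twf2, an actin-binding protein gene, and -0.49 for Nae1, a subunit of the NEDD8-activating enzyme, to 0.00 for Tctn2. Rapgef1 was at -0.35 by the probe set used and at 0.28 by its other probe set. The median of the 9 genes was -0.25 (percentile 3.80) while their mean was 0.05, so median and mean differed in sign, and the list did not stand apart. Their median level was 7.27 in the induced array and 7.61 in the non-induced array, against 6.40 and 6.30 for all genes. Among random lists of 9 genes these levels were at percentiles 88.8 and 94.2. The study compared all genes with a site near the promoter and reported higher average expression of those bound by CTCFL. That larger gene set was not rebuilt here, so the 9 genes do not test its result.

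Among wide differences, more genes were lower than higher in the induced array, while the median difference was 0.01 over all 19938 genes and -0.03 over those above the floor. Of 10697 genes at or above the median level in at least 1 array, 51 were higher and 191 lower by log2 1 or more, so that higher genes made up 21.1% of these. After Ctcfl, and with predicted genes and clones left aside, the widest upward differences among them were those of Olfr767, an olfactory receptor gene (1.86), Prnp, which encodes the prion protein (1.67), Got1l1, an aspartate aminotransferase-like gene (1.54), Qpct, which encodes glutaminyl cyclase (1.52), S100a1, a calcium-binding protein gene (1.46), Sbpl (1.44), Sorcs2, a sorting receptor gene (1.39), and Rec8, the meiotic cohesin subunit (1.35). Prss50 (1.32) came next. Olfr1174, listed as a pseudogene, the microRNA gene Mir679, the adaptor gene Lime1, the heme transporter gene Slc48a1 and the testis kinase gene Tssk5 followed, at 1.29 to 1.21. With the constant added, Sorcs2 (0.93), Mir679 (0.88), Lime1 (0.83) and Tssk5 (0.77) fell short of log2 1, and Tssk5 lay below the floor after lowess. Olfactory receptor genes and Sbpl have close paralogs, so their probe sets may read several genes.

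The genes lower in the induced array held a zinc finger gene, small nucleolar RNAs (snoRNAs), germ cell genes and a mitophagy gene. Among named genes above the floor Zfp951 had the widest downward difference (-2.39, 5.24-fold lower), followed by Snora2b (-2.21), Bnip3, a mitochondrial receptor for autophagy (-2.14), Snord42a (-2.11) and the noncoding RNA BC002059 (-2.01). Efcab7, a ciliary protein gene (-1.96), Itgb3bp, which encodes a centromere protein (-1.93), Snord58b (-1.91), Cyct, the testis form of cytochrome c (-1.88), Rbm12b2 (-1.87), Sycp3, a synaptonemal complex gene (-1.83), and Dppa3, a marker of naive ES cells and early germ cells (-1.83), came next, and Efcab10, Gin1 and Lix1 followed at -1.79 to -1.78. The second probe sets of Bnip3, Dppa3 and Snord58b were also lower, at -1.11, -1.84 and -1.79. Of 51 snoRNA genes above the floor 14 were lower by log2 1 or more and 0 higher; in the annotation Snora2b overlaps Kansl2 (-0.34) and Snord42a overlaps Rpl23a (-0.23), and whether snoRNA probe sets also read such genes was not examined. Counts depended on scaling. After each array was centred on its median 25 genes were higher and 268 lower (8.53% higher), and with a constant added to the linear values 10 were higher and 108 lower (8.47% higher). The higher share was 38.6% at a size of log2 0.58 and 32.2% without a floor.

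**Figure D2:**
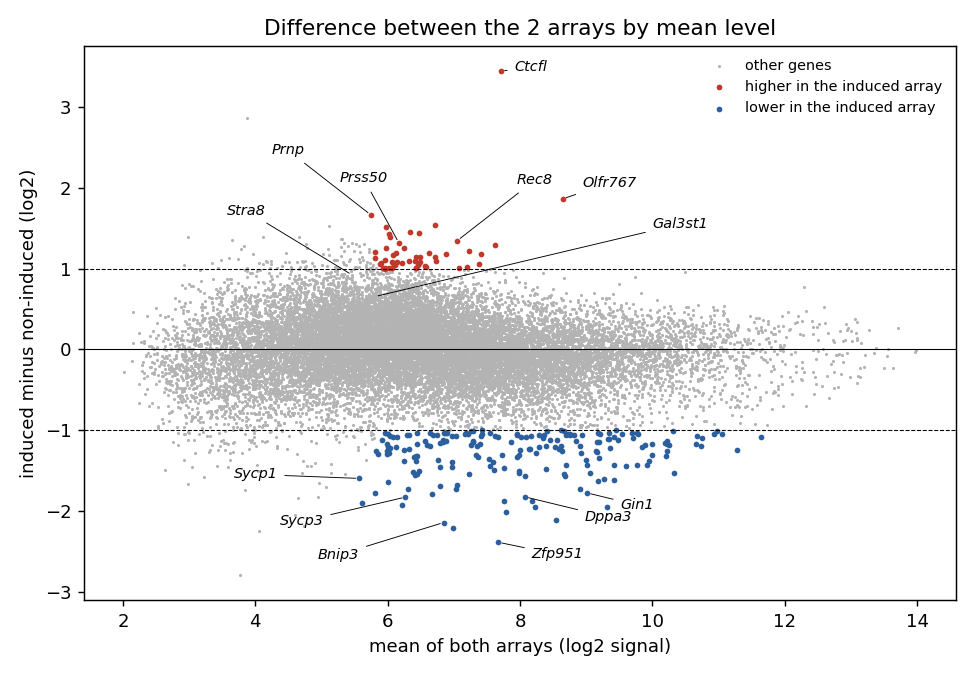
Log2 difference, induced minus non-induced, against the mean log2 signal of the arrays for 19938 genes, with the 51 higher and 191 lower genes at the size of log2 1 (dashed lines) in colour. Most points past the lines lie below 0, and Ctcfl lies highest among the coloured points at 3.45.

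Germ line genes as a group were not higher in the way Prss50 and Stra8 were. Of 31 measured meiosis genes 20 were below 0 and 11 above, with a median of -0.30 that was lower than in each of the 10000 random lists. Sycp3 was at 5.35 against 7.18, Sycp1, which encodes the transverse filaments of the same complex, at 4.77 against 6.37 (-1.60), Tex11 at -0.95 and the chromosome axis gene Hormad2 at -0.86, while Rec8 was at 7.73 against 6.38. Only 13 of the 31 reached the floor in either array, and with a constant added to the linear values the list was at percentile 1.35 and Sycp1 at -0.95. Genes known to be silenced in the soma by promoter methylation, 17 of 23 of which were also in other lists, had a median of -0.26 (percentile 0.19), with Stk31 at -1.30 (-0.86 with the constant) and Sycp3 again the widest. General germ cell and spermatogonial genes did not stand apart (median -0.02, percentile 13.0), with Gfra1, a receptor of spermatogonial stem cells, higher by 1.06 (0.97 after centring or lowess and 0.78 with the constant) and Stk31 lower. Neither did spermatid genes (median 0.21, percentile 93.0, 2 of 33 at the floor) or cancer testis antigen genes with Tert (median -0.05, percentile 13.3).

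Markers of pluripotency differed little as a set. Of 28 naive pluripotency genes 19 were below 0, with a median of -0.15 (percentile 16.5). Dppa3 was the 1 member lower by log2 1 or more, Fbxo15 was at -0.68, and Tcl1, a kinase cofactor gene, was higher by 0.61. Formative and epiblast genes had a median of -0.12 (percentile 14.3) and went both ways, with the zinc finger gene Zic2 at -1.26 and the homeobox gene Nkx1-2 at 1.18, which were -0.83 and 0.92 with the constant. Genes of the 2-cell-like state were at a median of -0.32 (percentile 0.88), but 0 of the 12 measured reached the floor and they belong to multicopy families; taking the mean of probe sets gave percentile 5.40 and the mean of the list percentile 3.86.

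Markers of other cell types were also examined, since an ES culture can hold differentiated cells and only the induced cells were sorted. Fibroblast and mesenchyme genes were higher in the induced array, with 17 of 20 above 0 and a median of 0.40 (percentile 99.99). The matricellular gene Ccn1 was higher by 0.94, Loxl1, which crosslinks elastin, by 0.85, Thbs1 by 0.81 and the collagen gene Col5a1 by 0.58. Endoderm genes had a median of 0.25 (percentile 99.02), with Cited1 at 0.96, Apoe at 0.77 and Hnf4a at 0.76 but the pioneer factor gene Foxa2 at -0.85. This call was lost under 5 of the alternatives, the lowest being percentile 96.3 after quantile normalization. Primitive streak and mesoderm genes (median 0.17, percentile 80.7), trophoblast genes (-0.03, percentile 20.03) and neural genes (0.04, percentile 41.9) did not stand apart. In the neural list Pax6 was higher by 1.12, below the floor, and Stmn2 was at -1.19 (-0.98 with the constant).

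**Figure D3:**
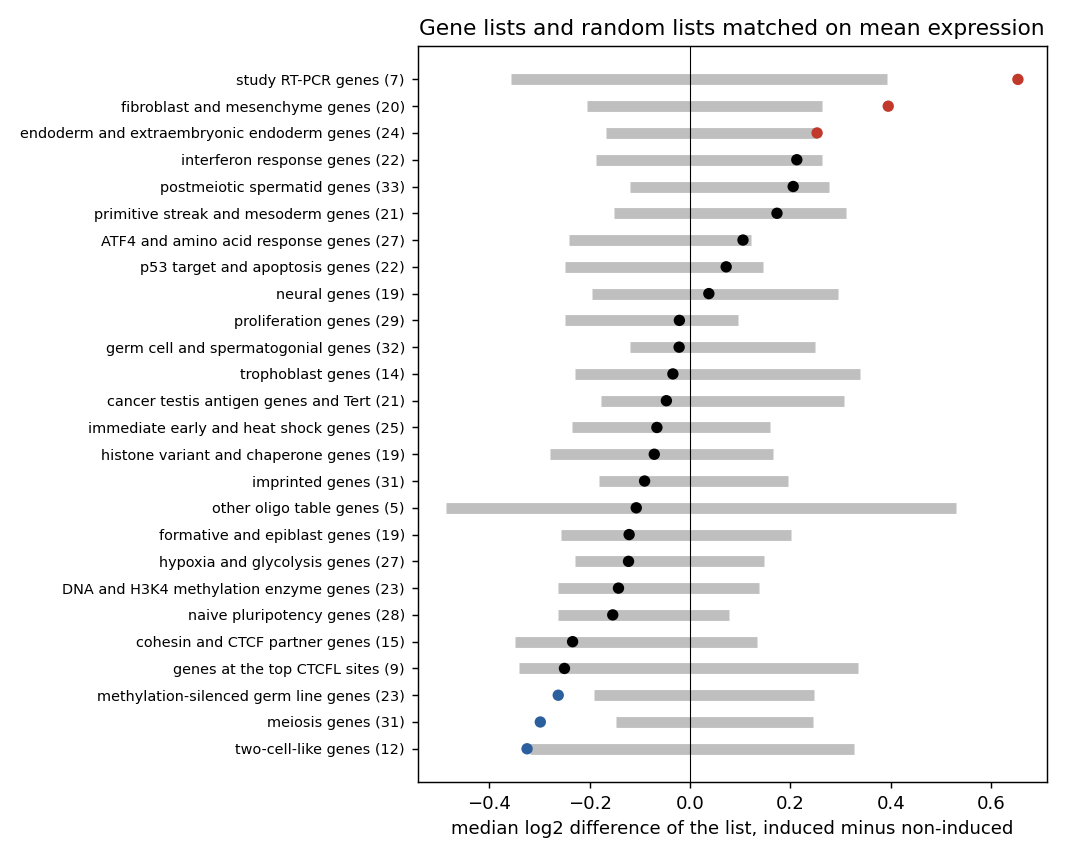
Median log2 difference, induced minus non-induced, of each gene list (points, with the number of measured genes in brackets) and the range from percentile 1 to 99 of 10000 random lists matched on mean expression (bars). Of 26 lists 3 lay above and 3 below their range, of which the study's own genes (0.65) and the fibroblast genes (0.40) were highest.

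Genes of stress, metabolism and growth lay within the range of random lists in the main setting. 3 well known targets of the hypoxia-inducible factor were lower, Bnip3 at -2.14 (-1.11 by its other probe set), Ankrd37 at -1.73 and the prolyl hydroxylase gene Egln3 at -1.31. Car9, another target, was at 0.81 but below the floor in both arrays. Of the 27 hypoxia and glycolysis genes 17 were below 0 and 10 above, with a median of -0.12 (percentile 13.3). Genes of the ATF4 and amino acid response had a median of 0.11 at percentile 98.1, with Cebpb at 0.52 and Ddit3 at 0.45. Interferon response genes were at 0.21 (percentile 96.6), p53 target genes at 0.07 (percentile 92.5), immediate early and heat shock genes at -0.07 (percentile 34.9) and proliferation genes at -0.02 (percentile 76.9). In these lists Oasl2, an interferon-induced gene, was higher by 1.08 (0.98 after centring or quantile normalization, 0.94 after lowess and 0.70 with the constant), B2m, the light chain of class I histocompatibility molecules, by 0.94 and Btg1, an antiproliferative gene, by 0.90, while Myc was at -0.82 and the cyclin gene Ccne2 at -1.43.

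Chromatin regulators were examined last. Of 15 cohesin and CTCF partner genes 13 were below 0, with the cohesin subunit gene Stag2 at -0.96 and a median of -0.23 (percentile 8.27). Enzymes of DNA and H3K4 methylation had a median of -0.14 (percentile 15.01), with the de novo methylation genes Dnmt3l at -0.84 and Dnmt3b at -0.51. Histone variant and chaperone genes were at -0.07 (percentile 37.2) and imprinted genes at -0.09 (percentile 10.2), with Slc22a18 higher by 0.66 and Peg10 at -0.66. Of the 26 lists 6 stood apart from random lists, where 0.52 would do so by chance if lists were independent, which they were not.

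By chromosome, in the GRCm38.p6 annotation, genes above the floor were lower in the induced array on chromosome X (median -0.18 over 305 genes), 13 (-0.17 over 372), 18 (-0.13 over 254) and 3 (-0.08 over 471), and higher on chromosome 7 (0.04 over 858). These 5 of 20 chromosomes lay outside percentiles 1 to 99 of random gene sets matched on mean expression. The sets were not matched on gene density. Across 10308 protein-coding genes above the floor the difference had a Spearman rho of 0.185 with gene density. An effect of chromosome was therefore not separated from one of gene density.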

Values the study reported

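In testes of Ctcfl-deficient mice, the study reported Prss50 and Gal3st1 as the genes with the strongest decrease on its testis arrays, by about 1.5 fold. By RT-PCR it reported higher Gal3st1, Prss50 and Stra8 in induced and sorted ES cells than in non-induced ES cells. It also reported induction of these genes in ES cells transiently transfected with GFP-CTCFL. By ChIP sequencing it reported 5707 binding sites of CTCFL in induced ES cells and 37691 sites of CTCF.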

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

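The tests of array scaling, of gene density against the number of lower genes and of mesenchymal transcripts were chosen after the result, or part of it, was seen; the list percentiles matched on gene density used an alternative added after the chromosome medians were seen.

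Some probe sets outside the gene table had a higher signal in the induced than in the non-induced array, and more had a lower one. Of 4389 probe sets with no gene symbol at or above the floor 279 were higher by log2 1 or more and 323 lower. Without a floor, the differences of all probe sets with no symbol had an SD of 0.82, against 0.41 for all those with 1 symbol. Probe sets with no symbol were not divided into transcripts and array controls, so these values are not read as expression. The widest were probe sets 10344481 (6.65 induced, 2.12 non-induced) and 10563939 (a difference of 3.54) upwards and 10342476 (2.03 and 6.92) and 10343514 (2.62 and 6.68) downwards. Of 832 probe sets with several symbols at or above the floor 7 were higher and 23 lower.

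Past log2 1 and above the floor, 191 genes were lower and 51 higher in the induced array, and the median difference of the genes above the floor was -0.03 (5710 below 0, 4986 above). Over all genes the majority was the other way, with 9696 below 0 and 10240 above. A trend with signal level as the whole cause was argued against, since its removal left 16.8% of the genes past the size on the higher side. Array scaling that leaves the typical gene unchanged was argued against as the whole cause. The higher share was 22.0% after quantile normalization of the arrays (45 higher, 160 lower), against 21.1% in the main setting. It was 25.1% with the median of the genes above the floor set to 0. Both settings take the typical gene as the reference, so a shift of the typical gene itself was not tested and stays open. A constant of 0.1 added to the differences gave 41.7%, but it was chosen to bring the share to about 40%, so it decides nothing. The arrays differed by up to 0.23 at the same rank over genes, a gap that quantile normalization removes. The settings with quantile normalization and with that median replaced earlier scaling tests after their values were seen. The earlier tests were centring and then the constant, and the test by the constant had left scaling open. Among the 10308 protein-coding genes, which held 162 of the 191 lower genes and no snoRNA genes, 2.65% of the gene-poorest tertile and 0.669% of the gene-richest were lower, a ratio of 3.96, and 0.495% and 0.466% were higher. An effect of base composition, or of another property that follows gene density, could give such a ratio for protein-coding genes. It stays a candidate explanation, technical or biological, beside a shift of the typical gene. Induction, doxycycline and sorting also stay candidates and were not tested.

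The meiosis list was lower in the induced array although Prss50, Stra8 and Rec8 were higher. Gene density as the whole cause was argued against, because the list was at percentile 0.0 also among random lists matched on mean expression and gene density, with a density for 31 of 31 members. Induction of CTCFL, a biological explanation given by the design, was not separated from doxycycline and sorting, and all of these stay open as untested explanations.

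Fibroblast and mesenchyme genes were higher in the induced array. Gene density as the whole cause was argued against, since the list was at percentile 99.98 when it was matched too. Admixture of mesenchymal cells could not be decided: of 6 transcripts abundant in such cells 1, Col3a1, was higher by log2 0.5 or more (0.53), and Col1a2, Col1a1, Fn1, Sparc and Vim were at 0.47, 0.42, 0.37, 0.22 and -0.25. All of these transcripts but Sparc belong to the fibroblast list itself, so they were not independent of its median. Some of these values were known when the size of 0.5 was set. By that size alone the count of 1 would have argued against admixture. The question was left open by a condition added after this count was seen, since 3 of the 6 had non-induced levels of 8 or more, where a small share of other cells would be hidden. The GFP sort would remove cells that do not express the transgene, but not differentiated cells that do, and induction, doxycycline and sorting stay open as untested explanations.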

How the results depend on the processing

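The study's list without Ctcfl and matching on gene density were chosen after seeing the data. The 131 named genes were recomputed under 5 alternatives (655 values). Of these 34 moved by more than the spread of genes of like level, 33 of them with the offset on the linear scale. Of the 41 genes past the size 13 fell short of the size or floor with the offset, 3 after centring, 3 after lowess, 1 after quantile normalization and 0 with the mean of probe sets. Ctcfl lay between 2.92 (offset) and 3.52. The counts of higher and lower genes moved by more than 1.5 times from 51 and 191 to 10 and 108 with the offset, 568 and 904 at log2 0.58, and 141 and 297 without a floor; 25 genes were higher after centring and 8 with the floor at the 75th percentile. No scaling moved the median of all genes by more than 0.10. Of 258 list percentiles under alternatives 246 kept their call. The meiosis list was at 1.35 with the offset. Endoderm genes were at 96.9 after lowess, 96.3 after quantile normalization, 98.6 with the mean of probe sets, 97.8 with the floor and 96.9 by the list mean. Genes of the 2-cell-like state were at 5.40 with the mean of probe sets and 3.86 by the list mean. The study's RT-PCR genes were at 96.5 without Ctcfl. Now apart were spermatid genes at 99.3 without matching, and with the floor primitive streak genes at 99.7 and ATF4 genes at 99.1. The cause was not tested; the offset shrinks differences of dim genes by construction and the floor leaves fewer genes. Levels of the genes at the top CTCFL sites and the number of chromosomes apart kept their calls or stayed within 1.5 times. No paired analysis was possible because the labels give no shared replicate numbers, and leaving out a replicate would leave a group empty. Most germ line genes lay near or below the floor, where signal over background may limit them. The floor is a median of gene values, and background was not measured here.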

Other observations

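The groups below were chosen after their values were seen. snoRNA genes above the floor had a median difference of -0.80, below each of 10000 random lists matched on mean expression, and between -0.90 and -0.69 under the scaling alternatives. Zinc finger genes with Zfp and a number as symbol had a median of -0.28 over 233 genes (percentile 0.0), with 30 lower by log2 1 or more and 0 higher, and between -0.38 and -0.23 under the alternatives. Genes of ribosomal proteins had a median of 0.06 over 62 genes (percentile 99.3) and between 0.06 and 0.12 under the alternatives other than centring, which moves every gene alike and gave -0.04. Hox genes did not stand apart (median 0.27 over 11 genes, percentile 91.8). Across 10308 protein-coding genes above the floor the difference had a Spearman rho of 0.185 with gene density; genes are not independent replicates. The ratio of lower genes between the gene-poorest and the gene-richest tertile was 5.30 when the zinc finger genes were left out.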
